A study of Mus musculus with 2 samples. Its data were reported in "m6A epitranscriptomic modification regulates neural progenitor-to-glial cell transition in the retina" (2022).

How the data were processed

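Single-cell RNA sequencing had been performed on retinas of mouse pups at postnatal day 7. The control library pooled 2 control retinas and the Mettl3-CKO library pooled 2 retinas with a conditional knockout of Mettl3, all from 1 litter, so each group held 1 library and no replicate. Retinas were digested with papain and captured in droplets, where each cell's transcripts receive a cell barcode and a unique molecular identifier (UMI), and libraries read the 3′ end of transcripts. Per the labels and the methods of the study, the authors trimmed reads with fastp, aligned them to the mouse genome build GRCm38 and counted UMIs per gene and cell with Cell Ranger, version 3.1.0 in the file headers. The deposited values are raw UMI counts, not normalized. The cell filter stated by the study (over 200 genes and under 20% mitochondrial UMIs) was not met by 237 control and 86 Mettl3-CKO cells of those analysed, and 13 mitochondrial genes were present. The numbers of barcodes in the matrices nevertheless equal the numbers of cells that the study gives as having passed its filter, and this difference was not resolved.

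The matrices as read here ended before the number of entries that their own size lines name. The control matrix gave 3994 complete cells of 5995 barcodes and the Mettl3-CKO matrix 3109 complete cells of 6992 barcodes, and the remaining cells were not analysed here. Cells were in alphabetical order of their barcodes, an order unrelated to cell type. As a check, the analysed cells of each library were split in file order into a first and a second part. All 16 class shares had overlapping 95% intervals between the parts, and the largest difference was 1.42 percentage points. Both files list 30905 genes, of which 30843 were found by gene ID in the GENCODE annotation of GRCm38 used for positions. UMIs of mitochondrial genes, 5.53% of the control and 4.19% of the Mettl3-CKO UMIs, were left out of totals.

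No cell was left out of the main results. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were taken, and 10 principal components with 20 nearest neighbours were clustered with the Leiden method at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). Mettl3, the genes named by the study and the sex-linked genes were kept out of the variable genes of classes and subclusters, so that they did not define them. Other genes that define the clusters can differ between the libraries, which limits every comparison of class shares. Clusters were named from 13 marker lists. A name needed at least 3 markers that were 1.5-fold higher than in all other cells and seen in 20% of the cluster, with a mean log2 fold over the list of at least 0.5, or at least 1 where no marker was among the 10 leading genes. No other list could have as many or more markers among those 10 genes. Clusters with a median UMI count under the library's median divided by 3 and no marker among the leading genes stayed unnamed. The conditions on the 20% and on the mean of 1 were set after the clusters and their cell numbers per library had been seen, and the rule without them is carried as an alternative. The other numeric limits of the naming rule were not among the choices fixed before the data were examined.

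The groups, the gene lists, the markers, the comparisons, the rule for named genes and most alternatives were the choices made before the data were examined. Fixed lists held 8 m6A-tagged genes and 11 further genes named by the study, 42 S-phase and 52 G2/M genes, 13 p53 targets, 15 dissociation response genes, 6 sex-linked genes and 9 rod markers. Beyond the fixed genes, the text names the 4 genes with the highest and the 4 with the lowest ratio in RPC-like and in Müller-like cells, among genes with at least 100 UMIs, a UMI in at least 10% of the class in 1 library and the same direction under median-of-ratios scaling. Predicted and mitochondrial genes were not named. A gene that met this rule in RPC-like cells, and a test on a single gene, are not reported here. Of the 34 genes chosen in this way or from the lists, 23 overlap another gene of the annotation, and whether the counting used the strand was not stated, so their UMIs could include those of the overlapping gene.

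UMIs were summed over the cells of a class in each library and expressed as counts per 10⁶ UMIs (CPM). Levels carry exact Poisson intervals, ratios of levels exact conditional binomial intervals, shares exact (Clopper-Pearson) binomial intervals, and ratios of shares Katz log intervals, all at 95%. These intervals cover counting error only. No p-value, standard error or number of changed genes was computed, because cells of 1 library are not replicates. A count of 0 was set to a limit of 3 counts. Medians of gene lists were set against 10000 random lists, each gene drawn from the 200 genes nearest in mean expression, and their intervals came from 2000 redraws of the counts. The excess SD of a class is the SD over genes of the log2 CPM ratio after subtraction of the counting variance, over genes with a mean of at least 50 CPM and at least 50 UMIs, with intervals from 500 redraws of the genes. For shares of cells in S or G2/M phase (at least 3 UMIs of a list) and for the glia minus progenitor score (mean log-normalized Müller markers minus mean RPC markers), cells were thinned to 1000 UMIs. That left out 453 control and 320 Mettl3-CKO cells. Each class was reclustered at resolution 0.5, and a subcluster of at least 30 cells of which at least 90% came from the Mettl3-CKO library was called Mettl3-CKO-only.

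Doublets were kept in the main results. Simulated doublets were used to mark the 4.81% of control and 5.60% of Mettl3-CKO cells most like them, at a rate of 0.8% per 1000 barcodes with 50 neighbours, and leaving those out was an alternative. Alternatives also covered the resolution, the number of components, clustering of each library on its own, naming of each cell by its own markers, filters on cells, scaling, thinning depth, phase and CPM limits, and the subcluster settings. Added after the data had been seen were the study's cell filter, mitochondrial genes kept in totals, the earlier naming rule, the fixed and sex-linked genes kept among the variable genes, cells of at least 4000 UMIs, and a split of those cells by Xist. For that split, cells with at least 500 CPM of Xist were separated from cells under 300 CPM. A first version of it, which assigned cells by any sex-linked UMI, was replaced because it selected against shallow male cells.

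The steps were tested on simulated data. With counts drawn at the real means of RPC-like cells for 6300 genes and 200 of them changed, 95.3% of true ratios lay inside their intervals, and the excess SD was 0.303 for a planted value of 0.284 and 0.0099 with no gene changed. In Müller-like cells, with 6587 genes, 95.9% lay inside. The excess SD was 0.310 for a planted 0.291 and 0.0261 with no gene changed. The counts were drawn with the Poisson error that the intervals assume. This coverage therefore tests the calculation and not variation between cells. Excess SD was not simulated for the other classes. Among 258 control Müller-like cells divided at random into 2 sets, with 30892 genes in the step, no subcluster belonged to 1 set when nothing was changed. When 200 genes were raised 2-fold in 54 cells of 1 set, 59.3% of them fell in subclusters of that set. The same change in 269 of 1341 rod-like control cells gave no such subcluster, so a missing subcluster among rod-like cells carries little weight.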

Results

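The data consisted of raw UMI counts from 1 library of control retinal cells and 1 library of Mettl3-CKO retinal cells at postnatal day 7, each a pool of 2 retinas. Mettl3 encodes the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on mRNA, and the study deleted it in retinal progenitor cells (RPCs). The control library held 22181683 UMIs in the 3994 cells analysed, with a median of 4520.5 UMIs and 2248 genes per cell. The Mettl3-CKO library held 20830028 UMIs in 3109 cells, with a median of 5207 UMIs and 2444 genes per cell. Because there was no replicate, every difference below is between these libraries, and the 95% intervals cover counting error only.

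Mettl3 (ENSMUSG00000022160, GRCm38 chromosome 14, 52294841 to 52305128) was examined first, as a check of the labels. Over all cells it was at 39.5 counts per 10⁶ UMIs (CPM; 36.9 to 42.3, 828 UMIs) in the control library and at 33.1 CPM (30.6 to 35.7, 660 UMIs) in the Mettl3-CKO library, a ratio of 0.837 (0.754 to 0.928). The alternative that moved this ratio most, the mean of per-cell CPM, gave 0.927. Across the classes below, the ratio was 0.801 (0.644 to 0.994) in rod-like cells, and in each of the other 7 classes its interval included 1. It was 0.725 (0.481 to 1.10) in RPC-like and 0.847 (0.606 to 1.18) in Müller-like cells. Which class excluded 1 depended on the setting. With predicted doublets left out, the ratio was 0.827 (0.657 to 1.04) in rod-like and 0.620 (0.409 to 0.938) in RPC-like cells. In rod-like cells it was 0.777 (0.594 to 1.01) at resolution 2 and 0.751 (0.595 to 0.945) with cells named by their own markers. The 3′ end counts therefore showed a lower but far from absent Mettl3 transcript in the library labelled as knockout, and a transcript that has lost an internal segment can still be counted at its 3′ end.

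The first comparison concerned the cell types present. Clustering gave 21 clusters, of which 12 were named and 9 stayed unnamed. RPC-like cells, led by Ccnb1, Cenpf, Top2a and Mki67, made up 4.28% of control cells (171 cells, 3.67 to 4.96%) and 8.65% of Mettl3-CKO cells (269 cells, 7.69 to 9.70%). The ratio of these shares was 2.02 (1.68 to 2.43). The alternative that moved it most took only Mettl3-CKO cells that carry Xist and cells of at least 4000 UMIs, and gave 1.55. Müller-like cells, led by Npy, Vcam1 and Rlbp1, had nearly equal shares, 6.46% (5.72 to 7.27%) and 6.56% (5.72 to 7.49%), with a ratio of 1.02 (0.851 to 1.21). That ratio depended on the clustering, and was 2.29 when each library was clustered on its own.

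Rod-like cells were less frequent in the Mettl3-CKO library, 25.6% (24.0 to 27.1%) against 33.6% (32.1 to 35.1%), a ratio of 0.762 (0.707 to 0.820). Part of this difference lay in shallow cells. Cluster 8, a rod-like cluster with a median of 1830 UMIs, held 6.16% of control and 2.61% of Mettl3-CKO cells. The rod-like ratio was 0.811 (0.737 to 0.893) among cells of at least 4000 UMIs and 0.784 (0.725 to 0.848) with the study's cell filter. Bipolar-like cells were also less frequent, with 66 and 153 cells and a ratio of 0.554 (0.417 to 0.737), although 4 alternatives of cell filtering and resolution and 1 of gene choice brought this ratio above 0.8. Cone-like cells had a ratio of 1.43 (1.09 to 1.87), and 1.23 (0.970 to 1.55) with each cell named by its own markers. Among cells of at least 4000 UMIs, it was 1.12 (0.739 to 1.68) for Mettl3-CKO cells without Xist. For those with Xist it was 1.54 (1.12 to 2.12). Rod/bipolar precursor-like cells had a ratio of 1.20 (1.02 to 1.40), with 1.03 (0.882 to 1.21) among cells of at least 4000 UMIs. At that depth, Mettl3-CKO cells without Xist gave a precursor-like ratio of 0.971 and those with Xist 1.09. For amacrine-like cells the ratio was 1.17 (0.829 to 1.65), and for microglia-like cells 1.17 (0.722 to 1.90), neither distinguishable from 1 at this depth.

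Unnamed clusters held 39.5% of control and 41.8% of Mettl3-CKO cells, and 3 of them were kept out of a class by conditions set after the data had been seen. Cluster 9, whose nearest markers were those of Müller cells but which was led by Neurog2, Eya2 and Dll1, held 3.46% of control cells (2.91 to 4.07%) and 6.05% of Mettl3-CKO cells (5.23 to 6.94%). Cluster 7, nearest to the precursor markers and led by Tfap2d, Mybl1 and Olig2, held 3.98% (3.40 to 4.63%) and 6.40% (5.57 to 7.32%). Cluster 18, nearest to the bipolar markers, held 1.10% (0.802 to 1.48%) and 0.804% (0.521 to 1.18%). Under the rule without these conditions, the share ratio was 1.27 in place of 1.02 for Müller-like, 1.34 for precursor-like and 0.593 for bipolar-like cells.

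**Figure D1:**
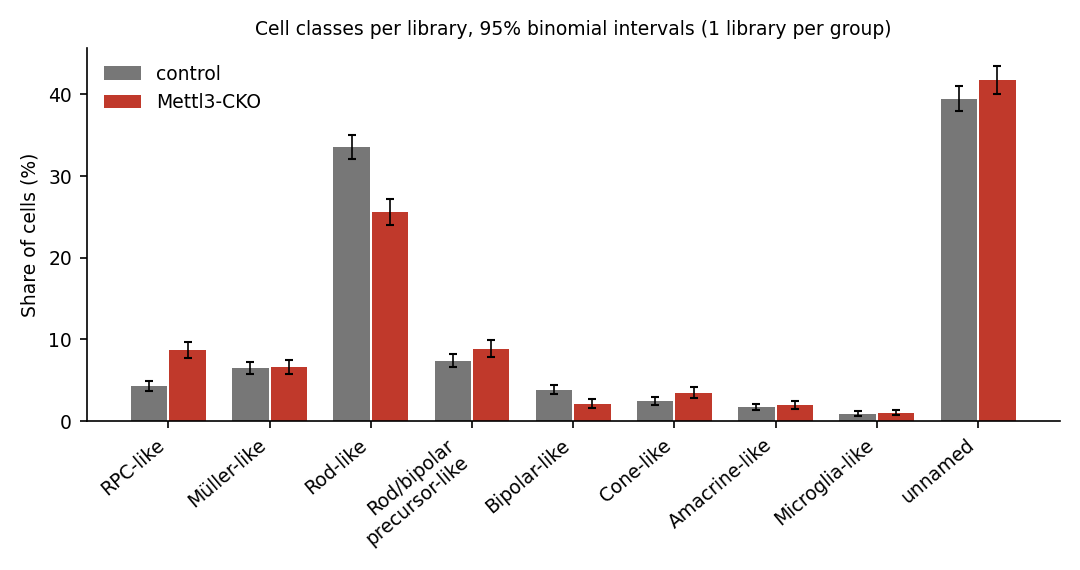
Share of cells (%) in each named class and in unnamed clusters for the control (grey) and Mettl3-CKO (red) libraries, with exact 95% binomial intervals. RPC-like cells stood at 4.28% and 8.65%, and rod-like cells at 33.6% and 25.6%.

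The second comparison asked how far cells had moved from progenitor to glia. Among RPC-like and Müller-like cells together, RPC-like cells were 171 of 429 in the control library (39.9%, 35.2 to 44.7%) and 269 of 473 in the Mettl3-CKO library (56.9%, 52.3 to 61.4%), a ratio of 1.43 (1.24 to 1.64). When each library was clustered on its own, the ratio was 1.02 (0.873 to 1.19), so this difference was not independent of how the classes were drawn. After thinning to 1000 UMIs, which left out 24 control and 29 Mettl3-CKO cells of these classes, the glia minus progenitor score had a median of 1.05 (SD 1.01) in 405 control cells and of 0.301 (SD 0.991) in 444 Mettl3-CKO cells. Of the Mettl3-CKO cells, 72.5% (68.1 to 76.6%) lay under the control median, and 74.4% did so without thinning. The marker lists of the score also named the classes. Of the thinned cells, 240 Mettl3-CKO and 147 control cells were RPC-like, a mix that alone shifts the score. The RPC list also holds cell cycle genes such as Pcna and Ccnb1. The score was therefore no separate measure of how far cells had moved toward glia.

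Without use of the clusters, 39.5% (37.9 to 41.2%) of thinned control cells and 45.2% (43.3 to 47.0%) of thinned Mettl3-CKO cells had at least 3 UMIs of the S or of the G2/M list, a ratio of 1.14 (1.08 to 1.21). Unthinned shares were 86.3% and 90.4%. Rod-like control cells, which do not divide, reached 38.7% at the same 1000 UMIs, with median depths before thinning of 4113 UMIs in these cells and 4520.5 in the whole control library. Bipolar-like control cells, with a median of 7834 UMIs before thinning, reached 26.8% (19.97 to 34.5%). Much of the control share over all cells was therefore also seen in classes that do not divide, and the limit of 3 UMIs separated cycling cells poorly. At 5 UMIs the ratio was 1.52 (1.35 to 1.71) and at 2 UMIs 1.04.

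The third comparison was of gene levels within RPC-like cells, where UMIs summed to 1531544 in the control and 2525665 in the Mettl3-CKO library. Of the 4 cell cycle genes that the study named, Mki67 rose from 713 to 928 CPM, a log2 ratio of 0.38 (0.28 to 0.49), and Brca2 from 48.3 to 85.9 CPM, 0.83 (0.44 to 1.23). Ccna2 fell by 0.31 (−0.44 to −0.18) and Cdca8 fell by 0.18 (−0.31 to −0.06) on the log2 scale. The direction for Brca2 held under every alternative but 1, the mean of per-cell CPM, where its log2 ratio was −0.0030. That alternative also brought Cdca8 to −0.0054, so neither difference was seen with cells weighted equally. By the size rule, the highest ratios belonged to Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) and Tsix (ENSMUSG00000085715, chromosome X, 103431517 to 103484957). Neither had a UMI in control RPC-like cells, against 3120 and 245 UMIs in Mettl3-CKO cells, which makes them at least 631-fold and at least 49.5-fold higher. These genes overlap on opposite strands. Rp1 (ENSMUSG00000025900, chromosome 1, 3999557 to 4409241) followed with 3.61 (2.53 to 4.95), from 7 and 141 UMIs. Rp1 is a rod marker, and with predicted doublets left out its log2 ratio was 1.77. The lowest ratios were those of Mapt (−1.54, −1.99 to −1.09), Rgcc (−1.52, −2.13 to −0.92), the Y-linked gene Eif2s3y (−1.37, −1.78 to −0.97) and Cdkn1c (−1.28, −1.57 to −0.997). Median-of-ratios scaling shifted all genes by −0.03.

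In Müller-like cells, with 2517338 control and 1900032 Mettl3-CKO UMIs, the progenitor genes Six3 and Sox11 had log2 ratios of 0.33 (0.25 to 0.41) and 1.01 (0.82 to 1.20). Sox11 (ENSMUSG00000063632, chromosome 12, 27334264 to 27342574) went from 152 to 305 CPM. The actin regulator Rhoa fell by 0.19 (−0.34 to −0.05), and Ezr, at −0.19 (−0.51 to 0.12), did not differ detectably over the whole class at 215 and 142 UMIs. Aldoa fell by 0.40 (−0.50 to −0.30), Eno1 fell by 0.53 (−0.59 to −0.48) and Rlbp1 fell by 0.89 (−0.97 to −0.81). Rlbp1 (ENSMUSG00000039194, chromosome 7, 79374870 to 79387048) went from 1734 to 936 CPM. Aldoa and Eno1 have close copies elsewhere in the gene list (Aldoart1 and Eno1b), so their UMIs are less certain. None of these 7 genes changed direction under any alternative run. The mix of subclusters within this class differed between the libraries, as given below. These ratios need not be changes within cells of the same state. The highest ratios by the size rule were again those of Xist and Tsix, with no UMI in control Müller-like cells. They had 2371 and 199 UMIs in Mettl3-CKO cells, 1047-fold and 87.9-fold higher with the control set to 3 counts. The lower limits of their log2 ratios were 9.73 and 6.15. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) rose from 17.1 to 257 CPM, a log2 ratio of 3.91 (3.46 to 4.40). Phlda3 (ENSMUSG00000041801, chromosome 1, 135766119 to 135769136) rose from 11.5 to 83.2 CPM, a log2 ratio of 2.85 (2.27 to 3.48). At the other end were Stmn4 (−1.73, −2.29 to −1.21), Sostdc1 (−1.71, −2.44 to −1.05), Dusp10 (−1.62, −2.23 to −1.04) and Phlda1 (−1.61, −1.98 to −1.26). Median-of-ratios scaling shifted all genes by −0.06.

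**Figure D2:**
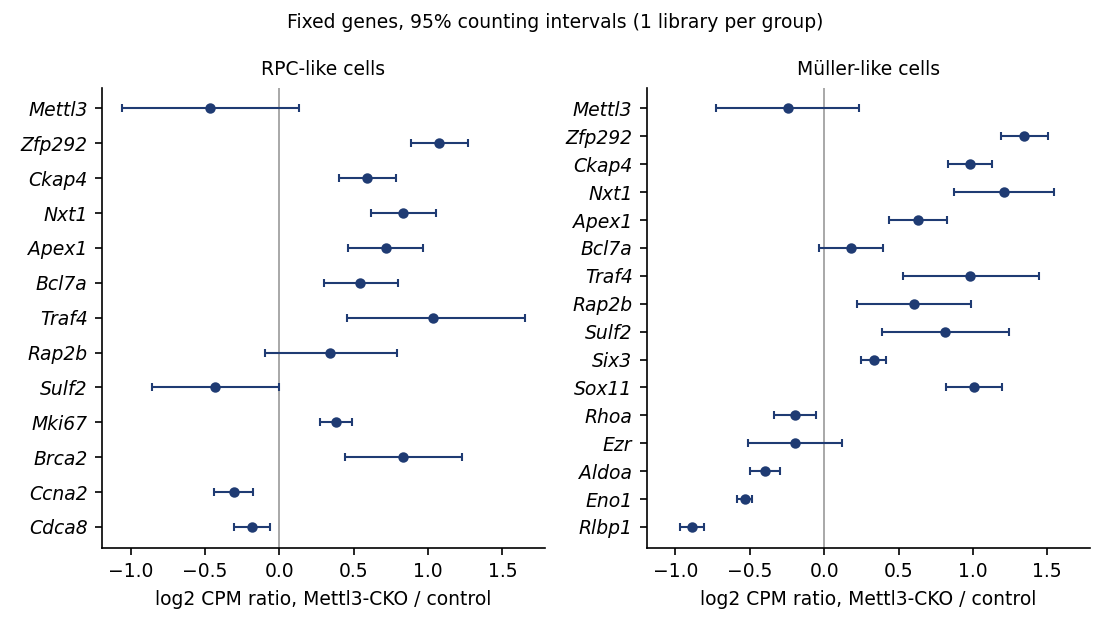
Log2 CPM ratio (Mettl3-CKO over control) of Mettl3, the 8 m6A-tagged genes and the other genes named by the study, in RPC-like (left) and Müller-like cells (right), with exact 95% counting intervals. Zfp292 lay at 1.07 and 1.35, and Rlbp1 at −0.89 in Müller-like cells.

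The study picked 8 genes with several m6A tags that were higher in mutant clusters of these same libraries, so their values here are not independent evidence. Their median log2 CPM ratio was 0.65 (0.52 to 0.79) in RPC-like cells, with 7 of 8 genes higher, and 0.89 (0.69 to 1.04) in Müller-like cells, with 8 of 8 higher. Both medians were above all 10000 random lists of 8 genes matched on expression, whose median was 0.01 in RPC-like and 0.0033 in Müller-like cells. The alternative that moved the median most was the mean of per-cell CPM in RPC-like cells, with 0.56, and naming cells by their own markers in Müller-like cells, with 0.68. Zfp292 (ENSMUSG00000039967, chromosome 4, 34803113 to 34882960) had log2 ratios of 1.07 (0.88 to 1.27) in RPC-like and 1.35 (1.19 to 1.51) in Müller-like cells. Sulf2 was lower in RPC-like cells, with a log2 ratio of −0.43 (−0.86 to 0.00017), and higher in Müller-like cells, with 0.81 (0.39 to 1.24).

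To compare how far whole transcriptomes differed, the excess SD of log2 CPM ratios was taken per class. It was 0.219 (0.210 to 0.230) in RPC-like and 0.288 (0.272 to 0.306) in Müller-like cells, against 0.158 (0.146 to 0.169) in precursor-like cells. Bipolar-like cells had 0.371 (0.306 to 0.445), cone-like cells 0.294 (0.247 to 0.363), amacrine-like cells 0.264 (0.243 to 0.283) and rod-like cells 0.247 (0.138 to 0.351). With sex-linked, ribosomal protein and rod marker genes left out, Müller-like cells had 0.289 (0.272 to 0.309), bipolar-like cells 0.312 (0.290 to 0.332), amacrine-like cells 0.261 (0.242 to 0.282), cone-like cells 0.253 (0.241 to 0.266), RPC-like cells 0.217, precursor-like cells 0.152 and rod-like cells 0.139. RPC-like cells thus lay below 4 other classes in that setting, and Müller-like cells above all but bipolar-like cells, with intervals that overlapped those of bipolar-like and amacrine-like cells. The classes also differed in cell number and in their share of marked doublets.

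The last comparison asked whether some Mettl3-CKO cells form groups of their own when each class is reclustered. Among Müller-like cells, 1 of 4 subclusters was Mettl3-CKO-only. It held 94 of 204 Mettl3-CKO cells (46.1%, 39.1 to 53.2%) and 2 of 258 control cells. The rule without the later naming conditions moved this share most, to 33.9%. Another Müller-like subcluster, led by Cdc6, Tk1 and Pclaf, held 37 Mettl3-CKO and 22 control cells. The mix of cells within the class therefore differed between the libraries. Among precursor-like cells, 1 of 4 subclusters was Mettl3-CKO-only, with 76 of 276 Mettl3-CKO cells (27.5%, 22.4 to 33.2%) and 1 control cell. Under the settings given, no subcluster of RPC-like, rod-like, bipolar-like, cone-like or amacrine-like cells was Mettl3-CKO-only. A group of fewer than 30 cells could not be called, and other settings gave such subclusters. The share was 10.8% of RPC-like and 14.6% of rod-like cells at subcluster resolution 1. With predicted doublets left out, it was 15.1% of RPC-like and 61.1% of bipolar-like cells. No precursor-like class was named without doublets, and the bipolar-like share ratio was 0.829 there. That bipolar-like class was therefore not the same set of cells, and may include precursor-like cells. In bipolar-like cells, 1 subcluster was nearly all control, with 42 of 153 control cells. A subcluster of 1 library can reflect that library and not a cell state, since each group was captured once.

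Neither Mettl3 nor the 8 m6A-tagged genes had been used to form the subclusters. Mettl3 was at 35.3 CPM (24.0 to 50.1) in the Mettl3-CKO-only Müller-like cells and at 30.3 CPM (20.6 to 43.0) in the other Mettl3-CKO Müller-like cells, a ratio of 1.16 (0.685 to 1.98). In precursor-like cells the ratio was 0.965 (0.506 to 1.75). The 8 genes had a median log2 ratio of 1.39 (1.07 to 1.51) between the Mettl3-CKO-only and the other Mettl3-CKO Müller-like cells, and 8 of 8 were higher. Set against control cells, the Mettl3-CKO-only cells had a median of 1.53 (1.26 to 1.64), while the other Mettl3-CKO cells had a median of 0.15 (−0.11 to 0.33), with 5 of 8 genes higher. Among these, Nxt1 was at 88.0 CPM (70.8 to 108) against 47.7 CPM (39.5 to 57.0) in control cells. Zfp292 was at 279 against 194 CPM and Apex1 at 211 against 159 CPM. Lower than in control cells were Bcl7a, at 124 against 157 CPM, Rap2b, at 36.2 against 43.7 CPM, and Sulf2, at 17.6 against 33.0 CPM. In precursor-like cells the medians were 1.12 (0.88 to 1.38), 1.19 (0.85 to 1.38) and 0.0085 (−0.13 to 0.13) for the same contrasts (Mettl3-CKO-only over other Mettl3-CKO cells, Mettl3-CKO-only over control and other Mettl3-CKO over control). Rlbp1 was at 518 CPM (472 to 568) in the Mettl3-CKO-only Müller-like cells, at 1295 CPM (1226 to 1367) in the other Mettl3-CKO cells and at 1734 CPM (1683 to 1787) in control cells. Six3 was at 1396, 1151 and 1004 CPM and Eno1 at 1866, 2864 and 3479 CPM in the same order. Ezr was at 41.0 CPM (28.7 to 56.8) in the Mettl3-CKO-only cells, at 104 CPM (84.9 to 125) in the other Mettl3-CKO cells and at 85.4 CPM (74.4 to 97.6) in control cells. Rhoa was at 287, 410 and 404 CPM, Aldoa at 453, 858 and 883 CPM and Sox11 at 362, 256 and 152 CPM in that order.

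**Figure D3:**
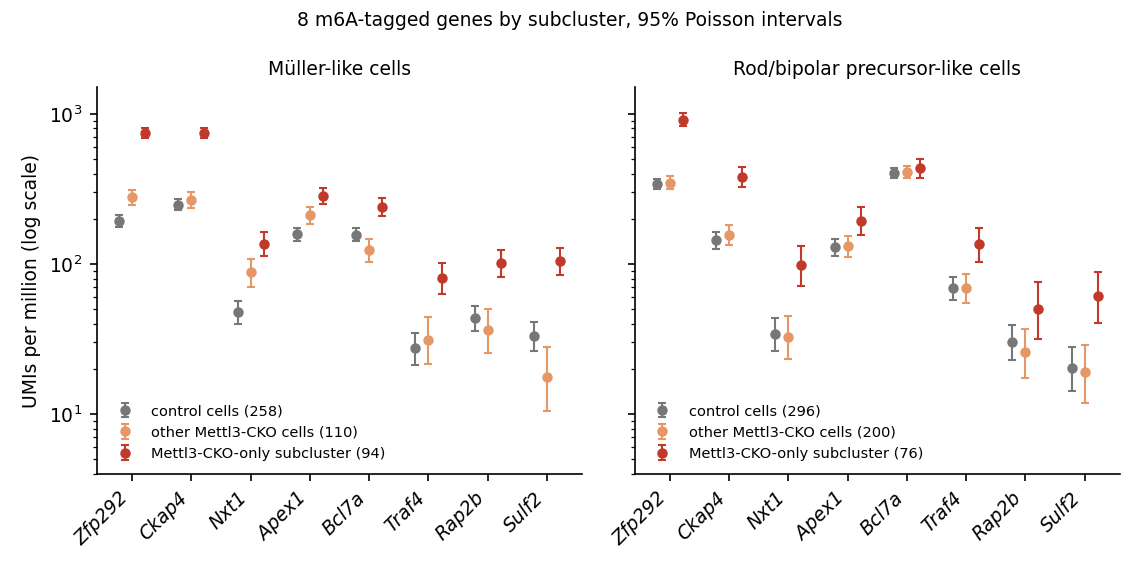
CPM (log scale) of the 8 m6A-tagged genes in control cells (grey), other Mettl3-CKO cells (orange) and the Mettl3-CKO-only subcluster (red) of Müller-like (left) and rod/bipolar precursor-like cells (right), with exact 95% Poisson intervals and cell numbers in the legend. Zfp292 was at 194, 279 and 744 CPM in the Müller-like sets.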

Values the study reported

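The study reported that 5995 control and 6992 Mettl3-CKO cells passed its quality filter. It described the proportion of RPCs as nearly 2-fold higher in Mettl3-CKO retinas. Between its mutant RPC cluster and the remaining RPCs it reported 286 upregulated and 212 downregulated genes, and between its mutant Müller cluster and the remaining Müller cells 239 upregulated and 181 downregulated genes.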

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

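All tests in this part were chosen only after the result was seen. Xist, an RNA made from the inactive X chromosome of female cells, was at 1544 CPM (1527 to 1561) in the Mettl3-CKO library and at 1.53 CPM (1.04 to 2.16) in the control library, a signal that none of the comparisons was about. The labels give no sex. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were all lower in the Mettl3-CKO library but present, for example Eif2s3y at 38.4 against 107 CPM.

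Free Xist RNA spread over all droplets would leave almost no deep cell without it. Of the Mettl3-CKO cells with at least 4000 UMIs, 35.5% (33.5 to 37.5%) had no Xist UMI, where 0.0308% would if the RNA were spread evenly, which argues against free RNA as the source. The deep cells fell instead into 1330 cells with at least 500 CPM of Xist, 822 cells under 300 CPM and 18 between. Only 11.7% (10.0 to 13.6%) of those with Xist carried a Y-linked UMI, against 76.4% (73.3 to 79.3%) of those without and 79.4% (77.7 to 80.9%) of control cells. This is consistent with a Mettl3-CKO pool of a female and a male pup and a control pool of male pups, offered as a hypothesis. Sex is then partly confounded with genotype in every whole-library comparison, and differences in X- and Y-linked genes such as Xist, Tsix and Eif2s3y are candidates for a sex difference.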

How the results depend on the processing

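The study's cell filter, mitochondrial genes kept in totals, the earlier naming rule, the fixed and sex-linked genes kept among the variable genes, cells of at least 4000 UMIs and both Xist splits were chosen only after the results were seen. Of 244 values for results that answer a comparison, over 22 planned and 7 added alternatives, 202 stayed inside the counting interval of the reported value, 41 moved outside it and 1 reversed. Some of these values could not move. The earlier naming rule left the RPC-like, rod-like, cone-like, amacrine-like and microglia-like cells unchanged, and a stricter limit for subclusters cannot raise a share. The number that stayed inside is therefore not a measure of stability alone. A value counts as reversed only if the reported interval excluded no difference and the alternative lay on the other side. Values whose reported interval included no difference also crossed it, namely the shares of Müller-like, amacrine-like and microglia-like cells, Mettl3 in amacrine-like and bipolar-like cells (1.06 without doublets and 1.11 under the earlier naming rule) and Mettl3 in the Müller-like subcluster (0.781 without doublets). The cause was not tested for any of these unless stated.

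At resolution 0.5 the share ratios were 1.27 for Müller-like, 0.694 for rod-like and 0.828 for bipolar-like cells, and rod-like cells had 0.683 at resolution 2 and 0.704 with 30 components. With each library clustered on its own, the ratios were 2.29 for Müller-like and 0.658 for rod-like cells, and the RPC share among RPC-like and Müller-like cells had a ratio of 1.02. Bipolar-like cells had 0.829 with predicted doublets left out, 0.834 without cells of under 500 genes, 0.819 with the study's cell filter and 0.813 with the fixed and sex-linked genes among the variable genes. Under the earlier naming rule, the Müller-like share ratio was 1.27, 66.6% of Mettl3-CKO cells scored under the control median, the Müller-like excess SD was 0.334 and the Mettl3-CKO-only share of Müller-like cells was 33.9%. The precursor-like class was not named, and gave no share ratio, at resolution 0.5, with 30 components, with each library on its own, without doublets, without cells of under 500 genes and with the study's filter.

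Among cells of at least 4000 UMIs, all Mettl3-CKO cells gave a precursor-like ratio of 1.03. Those without Xist gave 0.971, the 1 reversal, an amacrine-like ratio of 0.759 and a microglia-like ratio of 2.98. The cells with Xist gave 1.55 for RPC-like, 0.801 for Müller-like, 0.856 for rod-like, 0.409 for bipolar-like and 0.167 for microglia-like cells.

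The ratio of S and G2/M shares was 1.03 at 2000 UMIs, 1.05 without thinning, 1.04 at 2 and 1.52 at 5 UMIs of a list. The median of the 8 m6A-tagged genes in Müller-like cells was 0.68 with cells named by their own markers. Excess SD at a mean of at least 200 CPM was 0.184 in RPC-like, 0.264 in Müller-like, 0.402 in cone-like and 0.240 in amacrine-like cells. At 20 CPM it was 0.251 in RPC-like, 0.313 in Müller-like and 0.170 in precursor-like cells, and without doublets 0.366 in cone-like cells. Mettl3-CKO-only shares were 10.8% of RPC-like and 14.6% of rod-like cells at subcluster resolution 1, 15.1% of RPC-like and 61.1% of bipolar-like cells without doublets, and 22.1% of precursor-like cells with 20 components.

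Of 323 values for single genes and for Mettl3 per class, 310 stayed inside the interval, 12 moved, 5 away from and 7 toward no difference, and 1 reversed in the sense above, Brca2 in RPC-like cells with −0.0030 (log2) under the mean of per-cell CPM. Depth limited Mettl3 most in microglia-like cells, with 2 and 3 UMIs.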

Other observations

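Tests by Xist, by median UMI counts, by dissociation response genes, by contrasts of the 8 genes within the Mettl3-CKO library, by the class shares of cells of at least 4000 UMIs and by the shares of other classes were chosen only after the result was seen, and each hypothesis was found and tested on the same libraries.

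The Mettl3-CKO-only Müller-like subcluster held 94 Mettl3-CKO cells and had higher levels of the 8 m6A-tagged genes than the other Mettl3-CKO cells. Sex of the pup was not its cause, since 58.4% (47.5 to 68.8%) of its assigned cells carried Xist, against 54.1% of the other Mettl3-CKO Müller-like cells. Doublets would have more UMIs, but its median UMI count was 0.979 of that of the other cells. Thinned to 4000 UMIs per cell and reclustered, 90% (81.9 to 95.3%) of its 90 remaining Mettl3-CKO cells were again in Mettl3-CKO-only subclusters, which argues against depth. Dissociation response genes fell by 0.20 (−0.35 to −0.04) against the other Mettl3-CKO cells, the opposite of what stress of dissociation predicts, although 18.6% of matched random lists were as low. A difference shared by all cells of the library cannot make these cells differ from others of the same library, where 8 of 8 genes were higher with a median of 1.39 (1.07 to 1.51). The study picked these genes as higher in its mutant clusters of the same libraries, so their contrast is not independent evidence. Some shared difference stays open, since Nxt1, Zfp292 and Apex1 were also above control in the other Mettl3-CKO cells. Bcl7a, Rap2b and Sulf2 were below control there, so such a difference did not raise the whole list. The other Mettl3-CKO cells and the control cells also differed in their mix. The subcluster led by Cdc6, Tk1 and Pclaf held 37 of 110 and 22 of 258 of them. What that mix contributed to these genes was not tested. RNA freed from rods stayed open, since the interval of the rod markers' median log2 ratio of 0.25 (−0.10 to 0.92) reached both sides of 0, with 7 of 8 genes higher. Against control cells the same markers had a median of −0.10 (−0.56 to 0.27) in the subcluster, with 3 of 8 genes higher, and −0.58 (−0.96 to −0.15) in the other Mettl3-CKO cells, so the subcluster was not shown to exceed control in them.

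A candidate explanation is that Mettl3 was lost in part of the cells only, so that the subcluster holds the cells without m6A. It predicts fewer Mettl3 UMIs there, but the ratio of 1.16 (0.685 to 1.98) rests on 31 UMIs in each set, and a transcript without its deleted segment can still be counted. That ratio was 0.781 (0.474 to 1.28) with predicted doublets left out and 0.902 (0.580 to 1.38) under the earlier naming rule. Other alternatives gave up to 1.20, so its direction was not settled. Partial loss and a graded response of equally deleted cells cannot be told apart with these counts. Deletion at another time or place in the retina was not tested.

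Cells with and without Xist were both in the Mettl3-CKO-only precursor-like subcluster, which excludes sex as the whole cause. Xist was in 74.6% (62.5 to 84.5%) of its 67 assigned cells against 60.8% (53.5 to 67.8%) of 189 other Mettl3-CKO precursor-like cells, so a share that differs by pup stays open. Its median UMI count was 1.06 times that of those cells, which argues against doublets, and 8 of 8 m6A-tagged genes were higher than in the other cells of the same library, with a median of 1.12 (0.88 to 1.38). Free RNA was not tested there except for rod markers, with a median of −0.03 (−0.57 to 0.44) against the other Mettl3-CKO cells. Dissociation response genes fell by 0.67 (−1.04 to −0.51), and p53 targets had a median of 0.77 (0.23 to 1.11) in the same contrast, with 6 of 10 genes higher. Against control cells the p53 targets had a median of 0.29 (−0.02 to 0.86), with 7 of 10 genes higher, an interval that included no difference.

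Cdkn1a and Phlda3, the autosomal genes that rose most in Müller-like cells, are targets of the transcription factor p53. Over the list of 13 p53 targets, fixed before the files were read, the 11 genes with UMIs in both sets were all higher in the Mettl3-CKO-only Müller-like subcluster than in the other Mettl3-CKO Müller-like cells, with a median log2 ratio of 2.00 (1.51 to 2.43), above all 10000 matched random lists. Because list members were among the genes that could shape the subcluster, the cells were reclustered without them. The subcluster then had 93 cells, all from the earlier one, and the median was 1.89 (1.44 to 2.37). At 4000 UMIs per cell the median was 2.17 (1.43 to 2.65) over 10 genes. These values argue against circular selection and depth as the whole cause and are consistent with a p53 response that was higher in the cells with the higher m6A-tagged transcripts. That is a hypothesis, since activity of p53 was not measured, and 1 list member, Gtse1, is also in the G2/M list. The other Mettl3-CKO Müller-like cells had a median of 0.46 (−0.04 to 0.73) over control, with 8 of 11 genes higher and above 99.99% of matched random lists, so the response was not shown to be confined to the subcluster.

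For the higher RPC-like share, the Xist split offers a partial look at separate animals. Among cells of at least 4000 UMIs, RPC-like cells made up 7.59% (6.23 to 9.15%) of Mettl3-CKO cells with Xist, 10.2% (8.23 to 12.5%) of those without, and 4.91% (4.08 to 5.84%) of control cells. The lower of the ratios to control was 1.55 (1.20 to 2.00) and the higher 2.08, so a single unusual pup is unlikely to be the whole cause if the split marks pups. Depth was not the cause either, with a ratio of 1.77 (1.41 to 2.20) over all cells of at least 4000 UMIs. Fewer rods would raise all other classes alike, but under joint clustering the ratio was 0.554 (0.417 to 0.737) for bipolar-like and 1.02 (0.851 to 1.21) for Müller-like beside 2.02 for RPC-like cells. With each library clustered on its own it was 0.611 (0.469 to 0.797) for bipolar-like, 2.29 for Müller-like and 2.37 for RPC-like cells, so the classes moved apart there too. Differences between the captures of the libraries remain open in these counts, as does a biological effect of the knockout. Outside the captures, the study reported a larger region stained for KI67, a marker of dividing cells, in Mettl3-CKO retinas of this age. It also reported slower withdrawal from the cell cycle at earlier ages, although fewer dividing cells shortly after birth. Microglia-like cells differed between the Mettl3-CKO sets, with 1 of 1330 cells with Xist and 11 of 822 without, and no explanation was tested.

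Explanations were also tested for the higher m6A-tagged genes in Müller-like cells. Random lists matched on expression, transcript length and GC content had a median of 0.028 (−0.21 to 0.27), far below 0.89, with all 8 genes in the annotation. In Mettl3-CKO cells without Xist, set against the control, the median was 0.98 (0.66 to 1.11), which argues against sex. With the 20 most abundant genes left out of the totals it was 0.88 (0.67 to 1.02), so a few genes taking the counts was not the cause. In these counts, the hypothesis that loss of m6A raises these transcripts in part of the cells stays open, with the limit that the list was picked by the study on these libraries. The study also tested these genes outside the libraries. It reported less m6A on their transcripts in Mettl3-CKO retinas, and longer half-lives for most of them in younger retinas.

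The number of control cells analysed here was 3994. That is lower than the value quoted from the study above. The number of Mettl3-CKO cells analysed here was 3109. That is lower than the value quoted from the study above. The study described mutant-only subclusters also in RPCs, bipolar cells and rods. In these classes they appeared here only under other settings. At subcluster resolution 1 they held 10.8% of RPC-like and 14.6% of rod-like cells. With predicted doublets left out they held 15.1% of RPC-like and 61.1% of bipolar-like cells. The difference may come from the resolution, the treatment of doublets, rebuilt classes or the cells not analysed here. For shares of a class, the denominators here were 3994 and 3109 cells that include cells failing the study's filter.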
